# Top2a identifies and provides epigenetic rationale for novel combination therapeutic strategies for aggressive prostate cancer

**DOI:** 10.18632/oncotarget.3077

**Published:** 2014-12-26

**Authors:** Jason S. Kirk, Kevin Schaarschuch, Zafardjan Dalimov, Elena Lasorsa, ShengYu Ku, Swathi Ramakrishnan, Qiang Hu, Gissou Azabdaftari, Jianmin Wang, Roberto Pili, Leigh Ellis

**Keywords:** Top2a, etoposide, epigenetics, Ezh2, prostate cancer, therapy

## Abstract

Progression of aggressive prostate cancers (PCa) with androgen receptor splice variants or neuroendrocrine features is currently untreatable in the clinic. Therefore novel therapies are urgently required. We conducted RNA-seq using tumors from a unique murine transplant mouse model which spontaneously progresses to metastatic disease. Differential gene expression analysis revealed a significant increase of topoisomerase IIα, *Top2a* (Top2a) in metastatic tumors. Interrogation of human data revealed that increased Top2a expression in primary tumors selected patients with more aggressive disease. Further, significant positive correlation was observed between Top2a and the histone methyltransferase, Ezh2. Combination of the Top2 poison etoposide with the Ezh2 inhibitor GSK126 or DZNep significantly increased cell death *in vitro* in murine and human prostate cancer cell lines. Additionally, combination therapy extended time to progression and increased therapeutic efficacy *in vivo*. Overall, our studies demonstrate that patients screened for Top2a and Ezh2 expression would exhibit significant response to a combinational treatment involving low dose etoposide combined with Ezh2 inhibition. In addition, our data suggests that this combination therapeutic strategy is beneficial against aggressive PCa, and provides strong rationale for continued clinical development.

## INTRODUCTION

Prostate cancers (PCa) which progress due to gain of androgen receptor splice variants (ARv) or neuroendocrine features act independent of androgen signaling. No therapies currently exist for these lethal PCa phenotypes. Therefore, novel treatment strategies that target non-androgen related pathways that could achieve sustainable regression of disease and are urgently required. Precision medicine has emerged has a promising strategy to identify the most efficient therapy for the patient based on tumor genomics [1-3]. Identifying potential drivers of aggressive PCa and understanding their interactions will lead to novel therapeutic combinations that can be evaluated in the clinic.

Topoisomerase IIα (Top2a) is an enzyme involved in DNA replication, transcription, recombination and chromatin remodeling [4]. Given the important role of Top2a in these processes it is not surprising that Top2a has been implicated in multiple cancers [5]. Specifically, Top2a has been demonstrated to be a prognostic marker for PCa prognosis [6, 7], and is significantly up-regulated in multiple metastatic human PCa datasets [8]. The Top2 poison, etoposide in combination with estramustine was previously included by the National Comprehensive Cancer Network (NCCN) as a standard of care treatment for castrate resistant PCa with or without neuroendocrine features [9, 10]. However, current clinical data, while promising, remains to determine the most beneficial use of etoposide in patients with advanced PCa [11-14].

We identify Top2a as a significantly up-regulated transcript in metastatic tumors from a transplantable PCa mouse model of spontaneous metastasis [15]. Analysis of patient data demonstrated that increased Top2a mRNA in primary tumors selects for patients with aggressive PCa, and identified a positive correlation between Top2a and the histone methyltrasferase, Ezh2. For this reason we tested Top2 and Ezh2 combination inhibition against PCa models *in vitro* and *in vivo*, which harbor amplified AR, ARv or neuroendocrine features.

## RESULTS

### Topoisomerase IIα (Top2a) mRNA is increased in murine and human metastatic prostate cancer

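RNA was sequenced from 8 Myc-CaP tumors, 4 primary and 4 metastatic. Myc-CaP is a murine prostate cancer cell line, and the tumors were taken from a syngeneic orthotopic transplant model in which the transplanted cells metastasize spontaneously. In each group of 4, 2 tumors were androgen sensitive (Myc-CaP/AS) and 2 were castrate resistant (Myc-CaP/CR). The tumors are called AS1, AS2, CR1 and CR2 in each group, and these names carry no pairing. The metastases are described as matched, but the primary tumor that each of them matches is not given. The paper gives n = 3 for primary tumors and n = 4 for metastatic tumors, and its text does not name the 3 primary tumors, so all 4 primary tumors were used and each tumor's value is reported for Top2a. The libraries were made from total RNA after ribosomal RNA depletion and sequenced as paired-end reads of 101 bases. The authors mapped the reads to the mouse genome mm10 with Bowtie, kept reads that matched a single location with up to 2 mismatches, and counted the reads on each gene. The values analysed were these counts, without normalization, for genes listed by Ensembl identifier. A gene whose sequence is repeated elsewhere in the genome loses reads at this step. The total count was 61237285 in primary AS1, 68528106 in primary AS2, 76887592 in primary CR1 and 24909389 in primary CR2. It was 77370885 in metastatic AS1, 91886163 in metastatic AS2, 40586710 in metastatic CR1 and 20905806 in metastatic CR2. The median was 64882695 in primary tumors and 58978797 in metastatic tumors. By phenotype, the median was 72949495 in androgen sensitive and 32748049 in castrate resistant tumors, so depth differed more between phenotypes than between primary and metastatic tumors. The 10 genes with the most counts took between 24.0% of the total in primary CR1 and 40.2% in metastatic CR1, and the mitochondrial ribosomal RNA gene mt-Rnr2 was among the first 3 in every tumor. Across genes, which are not independent replicates, the correlation of log2 normalized counts between tumors ranged from 0.914 to 0.983, and no tumors held the same values. Counts were normalized by the Trimmed Mean of M-values (TMM) method, as in the paper, with factors between 0.811 in primary CR2 and 1.15 in metastatic CR2. Metastatic tumors were compared with primary tumors by edgeR's quasi-likelihood test, with condition as the only term, over the 17104 genes that passed edgeR's filter on low counts. P-values were adjusted by the Benjamini-Hochberg method.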

To identify changes in gene expression between primary and metastatic Myc-CaP tumors (aggressive disease progression), we examined primary (n=3) and metastatic tumor tissue (n=4) collected from tumor bearing mice. Gene expression evaluation revealed a total of 254 genes were differentially expressed between metastatic tumors compared to primary tumors. 

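No gene of the 17104 tested had an adjusted p-value under 0.05 between the 4 metastatic and the 4 primary tumors (0 genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while 459 genes had an unadjusted p-value under 0.05. That is less than a share of 0.05 of the tested genes, the share expected on average if no gene differed. In 20 other fits, which changed the test, the normalization, the low-count filter, the covariates or the tumors included, the number with an adjusted p-value under 0.05 was also 0, and between 224 and 1432 genes had an unadjusted p-value under 0.05. The fit that moved the unadjusted number most kept every gene with at least 1 count and gave 1432 genes. DESeq2 in place of edgeR gave 611 genes, and edgeR's exact test gave 432. With phenotype as a covariate, the number was 1146. Because the pairing of metastases with primary tumors is not given, each of the 4 possible pairings within a phenotype was fitted as a block. These fits gave 1186, 980, 1058 and 887 genes with an unadjusted p-value under 0.05, and 0 genes with an adjusted one. No check of the pairing against the values was made, since it would have inferred the pairing from the outcome. On counts simulated with the means, library sizes and dispersions of these tumors, the same test recovered 66.0% of genes changed 4-fold, 92.3% of genes changed 8-fold and 0% of genes changed 2-fold at an adjusted p-value under 0.05. Leaving out 1 tumor at a time gave between 224 and 944 genes with an unadjusted p-value under 0.05, the largest number without primary CR1, and 0 genes with an adjusted one. When primary CR1 was left out and DESeq2 was used, a combination chosen after the data were seen, 180 genes had an adjusted p-value under 0.05. In a separate draw of the same kind of simulation, DESeq2 recovered 81.7% of genes changed 4-fold and called 46 unchanged genes. In its own draw, edgeR's quasi-likelihood test called 6. The tests did not see the same simulated counts. Each draw had 4 tumors against 4, so none measures a fit without primary CR1.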

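Of the 459 genes with an unadjusted p-value under 0.05, 267 (58.2%) were higher and 192 were lower in metastatic tumors. None of them passed the adjusted threshold in either direction (0 increased and 0 decreased). The share of increased genes rose to 83.2% without a low-count filter. It fell to 41.0% with phenotype as a covariate, to between 43.5% and 48.5% with the 4 pairings, and to 37.0% in castrate resistant tumors only. The direction of the majority was therefore not the same in every fit. The share ranged from 50.2% to 70.0% across the 8 fits that each left out 1 tumor. The 3 increased genes with the smallest p-values were Ckap2l, Mki67 and Muc4. Ckap2l, on chromosome 2 from 129268210 to 129297212, had 156 ± 67.8 normalized counts in primary tumors and 492 ± 197 in metastatic tumors (SD, n = 4 each; exact permutation test, two-sided, p = 0.0286). Its log2 fold change was 1.65 (standard error 0.39, adjusted p = 0.997 from edgeR's quasi-likelihood test). Mki67, the gene of the proliferation antigen Ki-67, on chromosome 7 from 135689784 to 135716361, had 2491 ± 1023 and 6073 ± 1774 normalized counts (SD, n = 4 each; exact permutation test, p = 0.0286). Its log2 fold change was 1.29 (standard error 0.32, adjusted p = 0.997 from the same test). Muc4, on chromosome 16, was counted at a low level, between 6 and 68 raw counts per tumor, with a log2 fold change of 1.57 (standard error 0.42, adjusted p = 0.997). The 3 decreased genes with the smallest p-values were Snord22, Ggt1 and Mfap4. Snord22, a small nucleolar RNA gene of 126 bases on chromosome 19 from 8725866 to 8725991, had 17914 ± 6380 normalized counts in primary tumors and 6395 ± 2586 in metastatic tumors (SD, n = 4 each; exact permutation test, p = 0.0286). Its log2 fold change was -1.49 (standard error 0.36, adjusted p = 0.997). Ggt1, on chromosome 10, fell by 0.99 on the log2 scale (standard error 0.24) and Mfap4, on chromosome 11, fell by 3.25 (standard error 0.80), the latter from between 0 and 48 raw counts per tumor. For each of these 6 genes, all 4 metastatic tumors lay on the same side of all 4 primary tumors, and 0.0286 is the smallest p-value that 4 tumors against 4 allow. Except for Mki67, these genes were picked for their small p-values among 17104. Their separation and their permutation p-values follow from that choice and are no separate tests. Mki67 was also named by the rule whatever its p-value, so its test stands for a single gene (unadjusted p = 0.0027, edgeR's quasi-likelihood test). Several genes were named in this way, and that p-value is not adjusted for their number. Coordinates are those of mm10.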

Further, 203 genes (79.92%) displayed increased expression, while 51 genes (20.08%) displayed decreased expression in metastatic tumors (Figure 1A). 

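The enrichment was examined on the genes with an unadjusted p-value under 0.05, since no gene passed the adjusted threshold. The paper gives a p-value under 0.05 as the limit for its DAVID analysis of the 254 genes and does not say there whether it is adjusted. Gene ontology terms were not analysed here. A published list of 97 genes of the S and G2/M phases of the cell cycle and the mouse pathways of the Reactome database were used in their place. Of the 97 list genes, 26 were among the 267 increased genes, an odds ratio of 25.5 against the 17104 tested genes (Fisher's exact test, one-sided, p = 3.3e-25), and 0 were among the 192 decreased genes. Genes are not independent of one another, so this p-value describes the overlap of gene lists and not the number of tumors. In 1000 random lists matched on expression level, at most 7 genes were among the increased genes, with a mean of 1.14. Across the 8 fits that each left out 1 tumor, the odds ratio ranged from 5.27 without primary CR2, the largest change as a ratio, to 85.7 without primary CR1. Without a low-count filter it was 10.1, and with DESeq2 it was 29.9. Of 856 Reactome pathways, 12 were enriched among the increased genes at an adjusted p-value under 0.05 (one-sided hypergeometric test with Benjamini-Hochberg adjustment). Cell Cycle came first, with 33 of its 462 tested genes increased (adjusted p = 1.4e-09). Cell Cycle, Mitotic followed with 27 of 393 genes (adjusted p = 2.1e-07), Mitotic Prometaphase with 12 of 98 (adjusted p = 2.4e-05) and Resolution of Sister Chromatid Cohesion with 11 of 90 (adjusted p = 6.5e-05). Kinesins had 5 of 21 genes increased (adjusted p = 0.0020). The number of enriched pathways ranged from 0 to 98 across the 8 fits that each left out 1 tumor. It was 0 without primary AS1, AS2 or CR2 and without metastatic AS1 or CR2. It was 1 without metastatic AS2, 19 without metastatic CR1 and 98 without primary CR1. Among the decreased genes, 3 pathways were enriched, led by Biological oxidations with 10 of 102 genes (adjusted p = 0.00020).

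**Figure D1:**
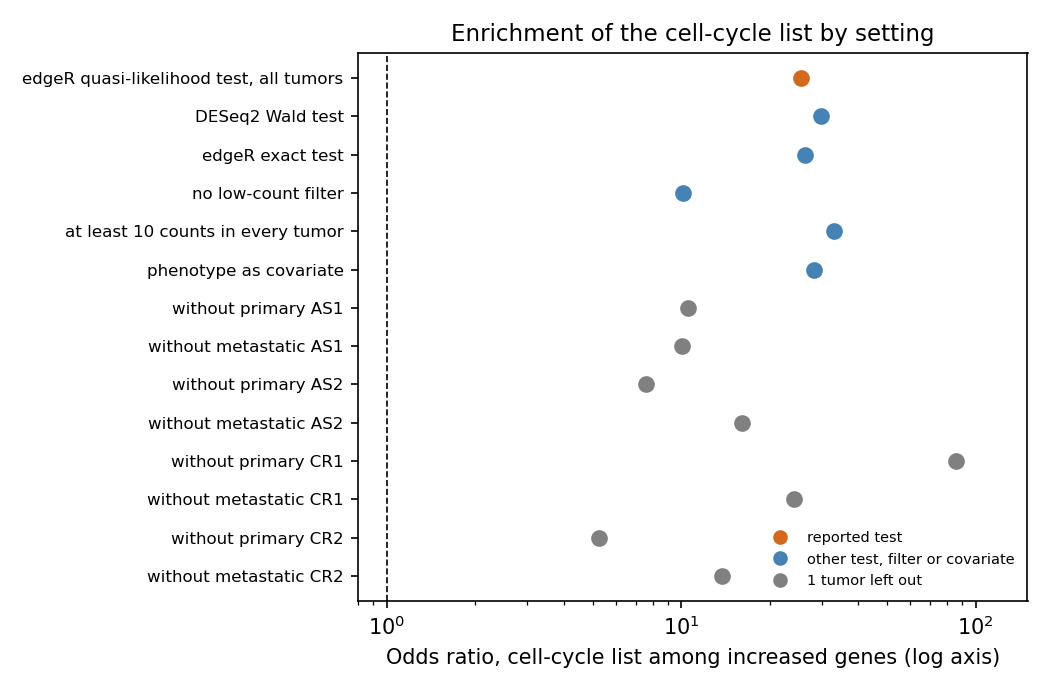
Odds ratio of the 97-gene cell-cycle list among genes increased in metastatic tumors (horizontal log axis, no unit) for the reported test, for other tests, filters and covariates, and with 1 tumor left out at a time. Each point is 1 fit and the dashed line is an odds ratio of 1; the reported value is 25.5 and the fits with 1 tumor left out lie between 5.27 and 85.7.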

Examination of our 254 gene signature by DAVID gene ontology (GO) analysis software revealed an enrichment of terms predominately associated with chromosome and DNA processes (supplement Figure 1a and b). From our performed DAVID analysis, we focused our attention on *topoisomerase IIα (Top2a)* for further evaluation. 

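Top2a is listed as ENSMUSG00000020914. On mm10 it lies on the minus strand of chromosome 11 from 98992943 to 99024189, and the annotation gives it as a protein-coding gene with 36 exons in the transcript Top2a-201. The reads kept for counting had to match a single location, so sequence shared with other genes lowers a count. Of the 5121 windows of 101 bases along that transcript, 7 (0.14%) matched another gene with up to 2 mismatches, so the count of Top2a was little affected by shared sequence. Its raw count lay between 517 in primary CR2 and 11386 in primary CR1. Top2a is one of the 97 genes of the cell-cycle list. In its DAVID analysis the paper found terms associated with chromosome and DNA processes, and from that analysis it turned to Top2a, an enzyme it describes as acting in DNA replication, transcription, recombination and chromatin remodeling.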

*Top2a* (Top2a) mRNA expression from our normalized RNA-seq counts was increased in metastatic tumors (Figure 1B). This significant increase of Top2a expression was validated by qRT-PCR from RNA samples used for RNA-seq, as well as additional independent tumor samples (p=0.04) (Figure 1C). 

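Top2a had 3555 ± 3127 normalized counts in primary tumors and 6784 ± 1704 in metastatic tumors (SD, n = 4 each). The difference of 3229 was not significant (exact permutation test, two-sided, p = 0.143, where 4 tumors against 4 allow 0.0286 at the smallest). In edgeR's quasi-likelihood test the log2 fold change was 0.93 (standard error 0.51, unadjusted p = 0.0973, adjusted p = 0.997). Among primary tumors, Top2a had 2704 normalized counts in AS1, 1811 in AS2, 8184 in CR1 and 1520 in CR2. Among metastatic tumors, it had 8091 in AS1, 5844 in AS2, 4861 in CR1 and 8340 in CR2. A metastatic tumor was higher than a primary tumor in 13 of the 16 possible comparisons, and the other 3 comparisons all involved primary CR1. The paper gives n = 3 for primary tumors. The result changed most when primary CR1 was left out, which gave a mean of 2012 ± 617 normalized counts over the 3 other primary tumors and a difference of 4773 (exact permutation test, p = 0.0286, the smallest that 3 against 4 allow). The log2 fold change was then 1.75 (adjusted p = 0.238 from edgeR's quasi-likelihood test). Primary CR1 was the only primary tumor to overlap the metastatic ones. Leaving it out therefore fixes the permutation p-value at its smallest, and that value is no separate test. With DESeq2 and with edgeR's exact test on the same 7 tumors, combinations chosen after the data were seen, the adjusted p was 1.3e-05 and 0.0024. Leaving out each of the 8 tumors in turn gave differences between 2551 and 4773 normalized counts and log2 fold changes between 0.70 and 1.75. With each of the 4 possible pairings of metastases with primary tumors as a block, the log2 fold change was 1.30, 1.26, 1.29 and 1.25. The unadjusted p-values of these fits lay between 0.0048 and 0.0468 and the adjusted ones between 0.693 and 0.889, from edgeR's quasi-likelihood test. Within androgen sensitive tumors, 2 against 2, the log2 fold change was 1.64 (adjusted p = 0.205 from the same test), and within castrate resistant tumors it was 0.49 (adjusted p = 0.999). The 2 values were not shown to differ (interaction log2 -1.23, adjusted p = 0.964 from edgeR's quasi-likelihood test). The paper states that Top2a mRNA was increased in metastatic tumors, and from this it went on to qRT-PCR and to human data.

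**Figure D2:**
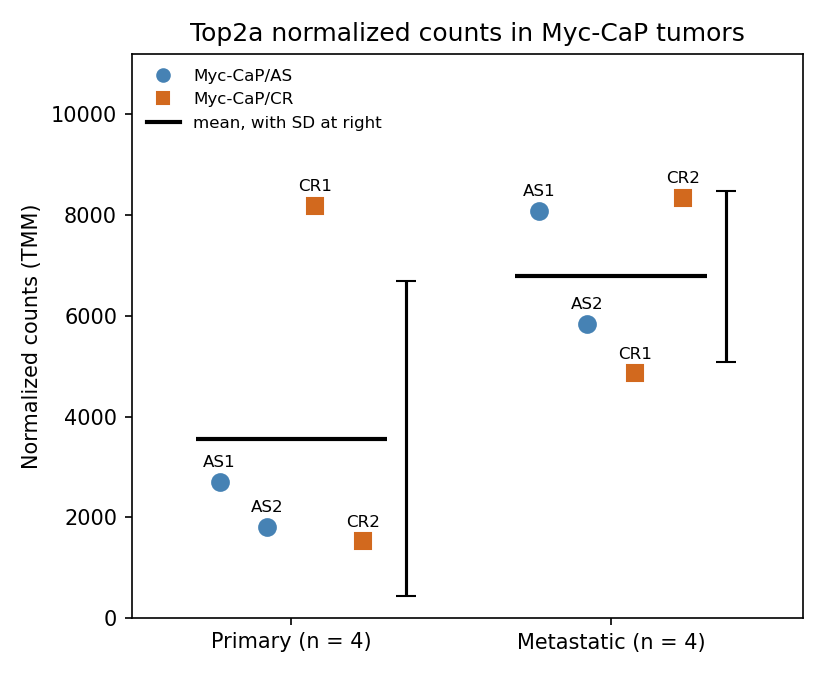
Top2a normalized counts (vertical axis, TMM-normalized counts) in 4 primary and 4 metastatic Myc-CaP tumors. Each symbol is 1 tumor, circles for Myc-CaP/AS and squares for Myc-CaP/CR, the horizontal lines are the group means of 3555 and 6784, and the bars beside them are the SD; primary CR1, at 8184, lies among the metastatic tumors.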

To add clinical significance to our initial findings, we investigated the mRNA expression of Top2a in a recently published dataset of human prostate cancer from Memorial Sloan Kettering Cancer Center (MSKCC, GEO: GSE211032) [16]. In line with our mouse data, human metastatic prostate cancer exhibited significantly increased mRNA expression of Top2a compared to primary tumors (Figure 1D, p<0.0001) [16].

**Figure 1:**
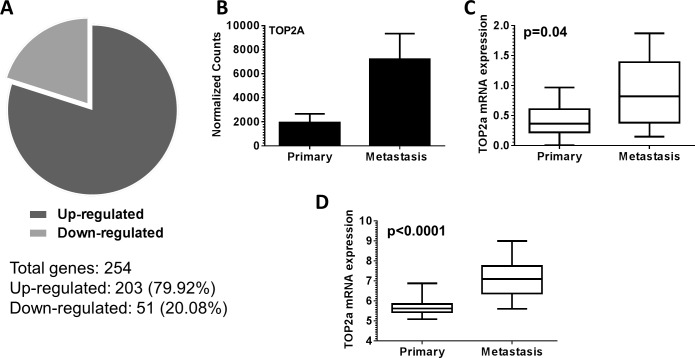
Topoisomerase IIα (Top2a) is up-regulated in murine and human metastatic prostate cancer (A) A total of 254 differentially expressed genes in metastatic versus primary disease were identified. This consisted of 203 (79.92%) genes up regulated, and 51 (20.08%) genes down regulated. (B) Normalized raw counts from RNA-seq analysis demonstrate Top2a is up regulated in murine metastatic prostate cancer. (C) Quantitative real time PCR was performed to validate increased Top2a mRNA expression in metastatic murine prostate cancer, p=0.04. (D) Analysis of Top2a mRNA expression from published human data [16] demonstrates Top2a mRNA levels are increased in human metastatic prostate cancer, p<0.0001.

### Increased Top2a mRNA selects for patients with aggressive PCa

Further *in silico* analysis of primary patient tumors from the MSKCC data set (n=131) revealed that Top2a mRNA was elevated in 29% of patients (38/131 tumors), and could identify patients with aggressive disease (Figure 2A; p=0.005).

**Figure 2:**
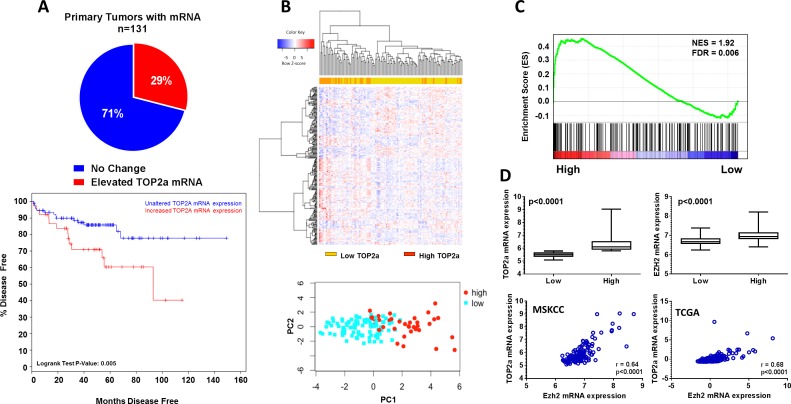
Increased Top2a expression selects for aggressive human prostate cancer and positively correlates with increased histone methlytransferase expression, Ezh2 (A) Interrogation of human primary prostate cancer samples through the cBioPortal for Cancer Genomics, show increased Top2a significantly selects for patients with aggressive prostate cancer, log rank test p=0.005. (B) Supervised hierarchical clustering and principle component analysis using the top 100 significantly altered genes demonstrate patients with low and high Top2a express unique gene signatures. (C) gene set enrichment analysis (GSEA) for oncogenic signatures using high Top2a patients expression profile show a gene set defined by up regulation as a result of increased Top2a expression (PRC2_EZH2_UP.V1_UP). (D) gene expression confirmation that expression of Top2a and Ezh2 are concurrently and significantly up regulated in human tumors with increased Top2a, p<0.0001. Spearman correlation shows significant positive correlation between Top2a and Ezh2 mRNA expression in two independent human cohorts MSKCC and TCGA, p<0.0001.

We next examined whether differences in Top2a expression in primary prostate tumor samples could identify distinct patient populations. For this, we generated differential gene signatures from patient primary tumors with high Top2a mRNA expression (Top2a high, n=38) and patient primary tumors without altered Top2a mRNA expression (Top2a low, n=93). We performed supervised hierarchical clustering and principle component analysis using the top 100 differentially expressed genes from Top2a high and Top2a low primary prostate tumors (Figure 2B). Based on this analysis we could successfully separate patients based on Top2a mRNA expression levels.

### Patients with high Top2a mRNA demonstrate positive correlation with increased Ezh2 mRNA

We performed gene set enrichment analysis (GSEA) with our Top2a high human gene signature and found enrichment of a gene signature involving the histone methlytransferase, enhancer of zeste homolog 2 (Ezh2) [17] (Figure 2C). We further confirmed association of Top2a and Ezh2 by first observing that primary human tumors with increased Top2a mRNA concurrently displayed significantly increased mRNA levels of Ezh2. Spearman correlation analysis validated further a significant positive association between levels of Top2a and Ezh2 mRNA levels in 2 independent human primary tumor datasets [16, 18, 19] (Figure 2D).

### Targeting of Top2 and Ezh2 in combination demonstrates superior anti-tumor activity *in vitro* and *in vivo*

The Top2 poison etoposide and the Ezh2 inhibitor GSK126 [20] were both tested *in vitro* for their ability to induce cell death in the murine and human PCa cell lines, Myc-CaP [21] and LnCaP [22]. Cell death in response to GSK126 in both cell lines occurred in a dose dependent manner, whereas etoposide induced cell death in both cell lines was time and dose dependent (supplement Figure 3a and b). Combination of non-cytotoxic concentrations of etoposide with GSK126 resulted in a significant increase in cell death in murine PCa cell lines Myc-CaP and TRAMP-C2 [23], and the human PCa cell line LnCaP (p<0.05). Cell cycle analysis revealed that all cell lines displayed a similar response to drug treatment. This response was demonstrated by a strong induction of cellular aneuploidy (>4N DNA content) and greatest loss of S phase within the diploid cell population (supplement Figure 2c and Figure 3B). This response within the cell cycle was primary mediated by etoposide or combination treatment. Further, both GSK126 and combination treatment resulted in loss of Ezh2 methyl-transferase activity as indicated by loss of histone H3 lysine 27 tri-methylation (H3K27me3) (Figure 3C).

Etoposide induces cytotoxic activity through interaction with Top2, forming complexes that prevent relegation of DNA; ultimately resulting in double strand DNA breaks [24]. We examined DNA double strand break (DNA-DSB) accumulation following drug treatments by p-γH2AX protein expression. As expected, etoposide increased DNA-DSB accumulation and this increase was maintained in combination treatment (Figure 3C).

**Figure 3:**
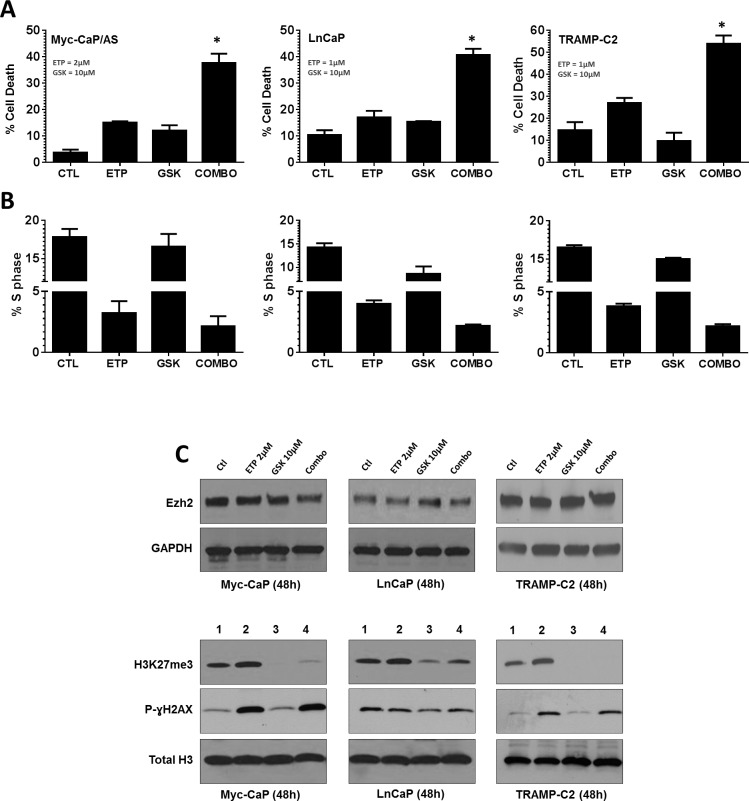
Inhibition of Top2 and Ezh2 in combination increases anti-tumor response in murine and human models of prostate cancer PCa cell lines were treated with indicated drug concentrations for 48h. (A) Cell death was assessed by incubating viable cells with propidium iodide (PI) and measuring uptake by flow cytometry, p<0.05. (B) cell cycle analysis was performed by fixing cells in 50% ethanol/PBS, before staining with PI and assessing cell cycle distribution by flow cytometry. (C) Whole cell lysates (upper panels) or histone extractions (lower panels) were generated to perform immunoblot analysis for Ezh2, H3K27me3 and p-γH2AX expression was performed 48h post treatment. GAPDH and Total Histone H3 served as loading controls.

Finally, the anti-tumor activity of etoposide in combination with the Ezh2 inhibitor DZNep [25] was evaluated *in vivo*. Tumor bearing mice were treated with vehicle (5% DMSO/PBS; 2x week), etoposide (10mg/kg i.p.: day 1-5), DZNep (5mg/kg i.p.: 2x week) or combination. No significant toxicity was observed in all therapy studies as shown by body weight measurement (supplement Figure 4a and 5a). Combination treatment of mice bearing Myc-CaP tumors resulted in significant delay in time to progression (p=0.002) (Figure 4A and supplement Figure 4b). Specifically, tumor bearing animals treated with vehicle had a median time to progression of 12 days. Both etoposide and DZNep did not result in significant antitumor activity as treated mice with either therapy displayed a median time to progression of 14 days. However, combination therapy extended median time to progression to 18 days. Analysis of hematoxylin & eosin (H&E) stained Myc-CaP tumor samples showed a larger accumulation of apoptotic cells within the combination treatment cohort (supplement Figure 4c). Immunohistochemical (IHC) staining for p-γH2AX further indicated dominant therapeutic efficacy of etoposide combined with DZNep resulted in significant increase in DNA-DSB (p<0.0001) (Figure 4B).

**Figure 4:**
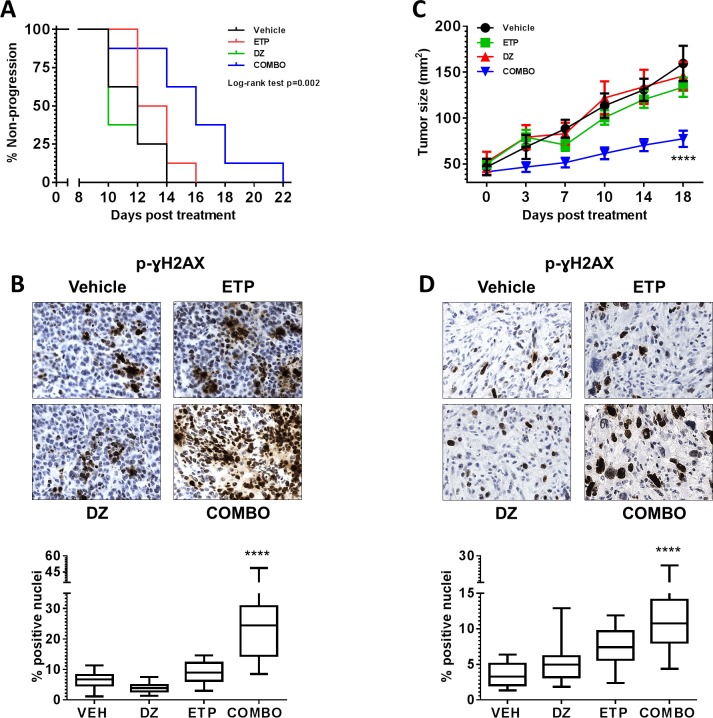
Combination inhibition of Top2 and Ezh2 increases therapeutic efficacy *in vivo* Intact male FVB or C57Bl/6 mice received 1×10^6^ Myc-CaP or TRAMP-C2 respectively by subcutaneous injection. All mice were divided into the following treatment cohorts: Vehicle (VEH: 5% DMSO/PBS, n=8), Etoposide (ETP: 10mg/kg i.p., d1-5, n=8), DZNep (DZ: 5mg/kg i.p., 2x week, n=8) or combination (n=8). (A) Combination therapy significantly delayed time to progression in mice bearing Myc-CaP tumors, p=0.002 (time to progression was considered when an individual tumor measured 2cm^2^). (C) Combination therapy significantly inhibited TRAMP-C2 tumor growth, p<0.0001. (B and D) formalin fixed tumor tissues were stained for p-γH2AX. Combination therapy significantly increased the number of positive p-γH2AX Myc-CaP and TRAMP-C2 tumor cells, p<0.0001.

In line with our Myc-CaP tumor study, combination treatment of mice bearing TRAMP-C2 tumors significantly delayed tumor growth (p<0.0001) (Figure 4C and supplement Figure 5c). End point tumor weight analysis revealed superior combination therapy over either single treatment. Combination therapy resulted in a 38% and 57% tumor reduction in comparison to etoposide and DZNep respectively (DZNep vs. combo p=0.01; etoposide vs. combo p=0.02; supplement Figure 5b). IHC analysis of TRAMP-C2 tumors also displayed loss of H3K27me3 by DZNep and combination treatment groups, and a superior reduction in tumor proliferation by combination treatment (supplement Figure 5d). Like Myc-CaP tumors, combination treatment also resulted in a significant increase of DNA-DSB in TRAMP-C2 tumors (Figure 4D).

## DISCUSSION

Prostate cancers (PCa) that progress due to gain of androgen receptor splice variants (ARv) or neuroendocrine features act independent of androgen signaling. No therapies currently exist for these lethal PCa phenotypes. Therefore, novel treatment strategies targeting non-androgen related pathways that achieve sustainable regression of disease and are urgently required.

We have recently reported the generation of a syngeneic orthotopic transplant model of spontaneous prostate cancer metastasis [15]. This model was generated by the use of the murine Myc-CaP cell line [21]. Further, it was shown the Myc-CaP cell line expresses ARv. Myc-CaP ARv was demonstrated to be structurally similar with clinically relevant ARv, which function in the absence of ligand [26]. Because of this, we feel that this unique model currently represents an opportunity to discover new targets which can be implemented into pre-clinical therapeutic evaluation.

Our RNA-seq data highlighted increased expression *Topoisomerase IIα* (Top2a) in murine metastatic tumors, which was validated in a human PCa dataset [16]. Further, our data was consistent with previous pre-clinical and clinical data which associates increased Top2a mRNA and protein expression with more rapid disease recurrence and metastasis [6-8]. Interestingly, patients gene signature based on high Top2a expression were distinct from patients without alterations in Top2a levels. This highlights a potential mechanistic insight underlying aggressive PCa etiology.

Surprising to us, was the identification of a novel positive correlation between increased mRNA levels of Top2a and the histone methylatransferase, Ezh2. With this, we pursued the attractive approach of combination targeting of Top2 and Ezh2 inhibition. Top2 inhibitors/poisons such as etoposide have been approved by the US Food and Drug Administration for the treatment of multiple cancer cancers including PCa [4, 9, 11-14, 27]. While studies have demonstrated the potential of etoposide treatment for advanced PCa, they have yet to deliver a combination strategy that provides significant clinical benefit without associated toxicities. Also, Ezh2 is demonstrated to be deregulated in multiple cancers, including PCa [28], and has been associated with PCa progression and aggressiveness [29]. Recently, Ezh2 inhibition by compounds such as DZNep and GSK126 has proven to display *in vitro* and *in vivo* anti-tumor activity [20, 25, 30].

Combination treatment displayed strong efficacy against our murine and human PCa models both *in vitro* and *in vivo*, though combination appeared more potent in our murine PCa models, with regards to cell cycle. We believe the cell cycle responses may be enhanced in Myc-CaP and TRAMP-C2 cells compared to LnCaP cells because of more rapid doubling times of murine cell lines.

It is known that both Top2a and Ezh2 (as part of the polycomb repressive complex 2, PRC2) promote proliferation and localize at DNA replication forks [31, 32]. We demonstrate *in vitro* that increased accumulation of DNA-DSBs, aneuploidy and loss of S phase cells indicate that our observed anti-tumor activities are a result of disruption of DNA replication forks. Further, our *in vitro* data demonstrate the accumulation of DNA-DSBs was induced, as expected by etoposide, and maintained in combination treatment. While there was no difference between etoposide and combination induction of DNA-DSBs *in vitro*, our *in vivo* results showed that indeed combination treatment significantly sustained increased accumulation of DNA-DSBs over etoposide. Overall, we believe sustained interference with DNA replication are a major contributing factor to a greater cell catastrophe leading to increased cell death following combination treatment.

In summary, we demonstrate increased Top2a mRNA expression in murine and human metastatic PCa. Further, increased Top2a mRNA expression in primary human PCa samples selects for patients with more aggressive disease. We further describe a novel positive correlation between Top2a and Ezh2 mRNA expression in human PCa samples. Combination of etoposide with Ezh2 inhibition results in greater accumulation of DNA-DSB and cell death, resulting in superior anti-tumor activity and therapeutic efficacy with minimal acute toxicity *in vivo*. Our results indicate this novel combination therapeutic strategy is beneficial against aggressive PCa models expressing ARv or neuroendocrine features, and provide strong rationale for continued clinical development.

## MATERIALS AND METHODS

### Cell culture and reagents

The Myc-CaP (Myc-CaP/AS) cell line [21] was a kind gift from Dr. Charles Sawyers. Both Myc-CaP/AS and Myc-CaP/CR [33] cell lines and were cultured in DMEM medium (Gibco) supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin at 37°C, 5% CO_2_. TRAMP C2 cell lines were a kind gift from Dr. Barbara Foster. TRAMP C2 cell lines were cultured in DMEM medium (Gibco) supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin at 37°C, 5% CO_2_. LnCaP cell lines were purchased from ATCC, and cultured in RPMI medium (Gibco) supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin at 37°C, 5% CO_2_. Primary antibodies towards Ezh2, GAPDH, H3K27me3, Total Histone H3, LC3 and p-γH2AX, activated caspase-3 were purchased from Cell Signaling. Ki-67 was purchased from Thermo Scientific. Etoposide (Sigma-Aldrich) and GSK126 (Xcess Biosciences Inc.) were maintained in DMSO at 1mM and 10mM stock concentrations respectively. Synthetic androgen (R1881) (Toronto Research Chemicals) was maintained at a 10mM stock in 100% ethanol. DZNep (Cayman Chemicals) was maintained in DMSO (10mg/ml) and diluted in PBS (1mg/ml) before use. Etoposide was obtained from the Roswell Park Cancer Institute Pharmacy Department (20mg/ml), and was diluted in PBS (2mg/ml) before use.

### RNA extraction

Freshly dissected primary and metastatic Myc-CaP/AS and Myc-CaP/CR tumor samples were immediately placed in TRIzol and homogenized (Branson Ultrasonics). Standard TRIzol/chloroform RNA extraction was then performed to isolate RNA.

### RNA-seq library preparation and sequencing

One microgram (1μg) of total RNA from Myc-CaP tumor tissue was prepared for Illumina paired-end sequencing using a Hi-Seq 2000 sequencer (Illumina). Complete descriptions for library preparation methods and sequencing data analysis are provided as supplementary online material.

Following ribosomal RNA depletion and fragmentation of total RNA (500ng), first strand cDNA is generated using reverse transcription and random primers using the TruSeq Stranded Total RNA Sample Preparation kit (Illumina, Inc.), following manufacturer's instructions. Second strand cDNA synthesis is followed by end modification and ligation of indexed sequencing adapters. The products are PCR amplified for 15 cycles, purified and validated for size (200-400bp) and quantitated using an Agilent High Sensitivity Bioanalyzer Chip and the Agilent 2100 expert software. The individual cDNA libraries are normalized to 10 nM and combined as equal molar aliquots into pools of 2-6 samples. Each pool is normalized to 10pM, loaded and clustered to individual lanes of a HiSeq Flow Cell using an Illumina cBot (TruSeq PE Cluster Kit v3), followed by 2 × 101 PE sequencing on a HiSeq2000 sequencer according to the manufacturer's recommended protocol (Illumina Inc.). The sequencing libraries were prepared with the TruSeq Small RNA kit (Illumina Inc), from 1ug total RNA. Following manufacturer's instructions, the first step involves ligation of 5′ and 3′ RNA adapters to the mature miRNAs 5′-phosphate and 3′-hydroxyl groups, respectively. Following cDNA synthesis, the cDNA is then amplified with 11-13 cycles of PCR using a universal primer and a primer containing one of 48 index sequences. The 48 different indexed tags allow pooling of libraries and multiplex sequencing. Prior to pooling, each individual sample's amplified cDNA construct is visualized on a DNA-HS Bioanalyzer DNA chip (Agilent Technologies) for mature miRNA and other small RNA products (140-150bp). Successful constructs are purified using a Pippen prep (Sage Inc.), using 125 – 160 bp product size settings with separation on a 3% agarose gel. The purified samples are validated for size, purity and concentration using a DNA-HS Bioanalyzer chip. Validated libraries are pooled equal molar in a final concentration of 10nM in Tris-HCI 10 mM, pH 8.5, before 50 cycle sequencing on a MiSeq (Illumina, Inc.).

### RNA-deep sequencing analysis

All analysis was performed by the Department of Bioinformatics and Statistics at Roswell Park Cancer Institute. Reads were mapped to the latest mouse reference genome (mm10) using Bowtie [34]. From the Bowtie results, reads that matched a single unique location in the genome were identified, allowing up to two mismatches. The number of reads aligning to each gene was calculated. Between-sample normalization was performed using the Trimmed Mean of M-values normalization method [35], which is specifically designed for RNA-seq data. Differentially expressed genes were identified using DESeq [36], a variance-analysis package developed to infer the statically significant difference in RNA-seq data. Multiple testing corrections were corrected. GEO accession number, GSE64771, for RNA seq.

*Gene Ontology (GO) David Analysis*: GO enrichment analysis was performed with DAVID functional classification tool. The generated DEG file for metastatic genes was uploaded to the web based bioinformatics tool DAVID (http://david.abcc.ncifcrf.gov/tools.jsp) [37]. Cutoff for genes of interest in the DEG file was a p-value of <0.05.

*Gene Set Enrichment Analysis*: The DEG genes for the metastatic tumors were uploaded into the JAVA based GSEA (http://www.broadinstitute.org/gsea) [38] tool and the oncogenic signatures dataset were selected. Gene lists from our RNA-seq as well as from the publically available clinical dataset by Taylor *et al* [16] were uploaded and analyzed.

*In silico analysis of human prostate cancer data sets*: The human prostate cancer dataset was utilized through the cBioPortal for Cancer Genomics [18, 19]. Kaplan-Meier survival plot was generated by CBioPortal and log rank statistical test applied. Gene signatures were generated using Biobase [39] and Lima [40] for primary tumors with increased Top2a expression (Top2a high) and primary tumors samples without increased Top2a expression (Top2a low). Supervised hierarchical clustering and principle component analysis was performed using the top 100 genes that were significantly changed between either human primary prostate tumors with or without increased Top2a expression (p<0.05, fold change >1.5) using gplots [41]. Gene set enrichment analysis (GSEA) for oncogenic signatures of human high Top2a expression profile was performed using JAVA based GSEA tool [38]. Spearman correlation analysis was used to validate a significant positive correlation between Top2a and Ezh2 mRNA expression in two independent human cohorts (MSKCC [16] and TCGA [18, 19]).

### Quantitative real-time PCR

Synthesis of cDNA was performed according to iScript cDNA Synthesis Kit (Bio-Rad Laboratories, Hercules, USA). 1μg of RNA was added to a master mix containing nuclease free H_2_O, and reagents (5X iScript reaction mix + iScript reverse transcriptase) from the kit in a total volume of 20μl. cDNA was diluted 1:4 prior to qRT-PCR. PCR primers were designed with NCBI's primer blast tool (http://www.ncbi.nlm.nih.gov/tools/primer-blast/), with a melting temperature 57-63°C and a resulting product size of 75-200bp. Primers were obtained from Integrated DNA technologies (Coralville, USA). 

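Both primer pairs were matched to the mouse transcripts of mm10, with no mismatch allowed. The Top2a pair (AGGATTCCGCAGTTACGTGG and CATGTCTGCCGCCCTTAGAA) lies on chromosome 11 between 99014777 and 99015054. The forward primer is in exon 8 and the reverse primer spans exons 8 and 9 of the transcript Top2a-201, which gives a product of 182 base pairs on cDNA. No other gene's transcript matched this pair (0 genes). The Gapdh pair (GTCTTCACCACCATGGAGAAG and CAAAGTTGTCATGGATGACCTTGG) lies on chromosome 6 between 125162863 and 125163165, in exons 3 and 4 of the 7 exons of Gapdh-201, with a product of 205 base pairs. The paper's stated range for products is 75 to 200 base pairs. The Gapdh pair also matched 69 other genes on 21 chromosomes, of which 67 are annotated as pseudogenes and 56 give a product of the same length. Of these 69 genes, 42 are among the genes counted in the tumors.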

Primer sequences were *Top2a* (F: AGG ATT CCG CAG TTA CGT GG, R: CAT GTC TGC CGC CCT TAG AA), and *GAPDH* (F: GTCTTCACCACCATGGAGAAG, R: CAAAGTTGTCATGGATGACCTTGG). Each PCR reaction was carried out in technical triplicates in a 10μl volume utilizing SYBR Green Master Mix (Bio-Rad Laboratories, Hercules, USA). GAPDH was used a control gene. The resulting Ct-values for each gene were normalized to the expression values of GAPDH. The fold change of metastatic tumor samples was then calculated relative to that of primary tumor samples.

### *In vitro* cell death assays

Cells were incubated in the presence of either in single or combination dose of Etoposide and GSK126 for 24 or 48 hours respectively. Viability of cells was measured by trypan blue exclusion assay. Cells were mixed at a 1:1 (v/v) ratio with trypan blue (0.4% in PBS) (Corning Cellgro). Cell death was then determined by counting a total of 100-cells in a haemocytometer using a light microscope.

### Cell cycle analysis

Cells were seeded into 6-well plates (BD Bioscience), left to adhere, and treated as indicated. Following treatments, adherent and non-adherent cells were collected and washed in 1x PBS, and fixed in 50% ethanol at 4ºC overnight. Cells were stained with propidium iodide solution containing RNase A (Sigma) for 15 minutes at 37ºC. DNA content analysis was performed by using a FACS caliber cytometer.

### Western Blot Analysis

*Whole Cell Lysate Preparation (WCL):* Cells were harvested and lysed with RIPA buffer (Sigma Aldrich, USA) + 1X P-STOP + 1X PIC (Roche) for 30 minutes on ice. Eppendorf tubes were vortexed every ten minutes for 10 seconds. After cell lysis tubes were centrifuged at 13,000 rpm for 15 minutes at 4°C. Supernatant of each tube was collected and transferred to a new tube.

*Histone Extraction:* Histone extractions were performed using the Epigentek (EpiQuik Total Histone extraction kit OP-0006) histone extraction kit.

Protein concentrations of whole cell lysates (WCL) and histone extractions were measured by the bradford protein assay (Bio-Rad laboratories). Protein lysates (50μg WCL, 5μg Histone Extraction) where separation using 4-15% by SDS-PAGE gels (Bio-Rad). The proteins were transferred from the SDS-PAGE gel onto nitrocellulose membrane (0.2 μm) (Bio-Rad, Hercules, CA) via the semi-dry method (Bio-Rad, Hercules, CA) for 35 minutes at 15V. Membranes were blocked in either 5% skim milk or BSA in 0.1% tween-PBS (tPBS) for 1-hour at RT. Membranes were washed briefly 3x with tPBS prior to primary antibody incubation at 4°C over night. Membranes were then washed 3×10 minutes before the addition of secondary horseradish peroxidase (HRP)-conjugated antibodies (Bio-Rad, Hercules, CA) diluted in tPBS. After incubation at RT for 1-hour with agitation the membranes were washed 3×10 minutes in tPBS. The immunoreactive bands were visualized by enhanced chemiluminescence with ECL detection reagents (GE Healthcare Life Sciences, UK). The blots were exposed to Bio film for 1 second-10 minutes. The films were then developed in a Kodak film developer. To estimate molecular weight of bands a pre-stained protein ladder was used (Bio-Rad, Hercules, CA).

### *In vivo* animal studies

The Institute Animal Care and Use Committee at Roswell Park Cancer Institute approved all mouse protocols used in this study. One million (1×10^6^) Myc-CaP/AS cells, or five million (5×10^6^) TRAMP C2 cells were subcutaneously injected into intact FVB and C57-Bl/6 male mice respectively. Treatment was initiated when tumor size reached ~40mm^2^, and mice were randomized into four treatment groups: (1) Vehicle (5% DMSO/PBS, 2x week, intraperitoneal (i.p.) injection), (2) Etoposide (10mg/kg, d1-5, i.p.), (3) DZNep (2mg/kg, 2x week, i.p.), (4) combination. Mice were weighed weekly to monitor for toxicity and tumor growth was assessed by serial caliper measurements twice weekly.

### Immunohistochemistry

Mice were sacrificed by CO_2_ asphyxiation at defined time points. Tumor was fixed in 10% buffered formalin overnight followed by an additional 24 hours in 70% ethanol. For antigen retrieval, slides (4μM) were boiled for 10 minutes in 10mM sodium citrate (pH 6) solution for all antibodies. ImmPRESS detection sytem (Vector Labs) was used for detection of all primary antibodies. Staining was visualized using 3,3′-Diaminobenzidine (DAB) (Sigma). Slides were counterstained with hematoxylin. Quantitation of IHC staining representative images (4-6) was obtained using a Zeiss light microscope (Zeiss). Staining intensity was scored by Aperio ImageScope (v11.1.2.760).

### Statistical analysis

Data are displayed as mean ±SEM. Differences were determined using two-tailed unpaired t-tests and two-way ANOVA, using GraphPad Prism software. P values less than 0.05 were assigned statistically significant.

## SUPPLEMENTARY MATERIAL AND FIGURES

How the deposited data were processed for this re-analysis (not part of the article)

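RNA sequencing counts were analysed for 4 primary and 4 metastatic Myc-CaP tumors, 2 androgen sensitive and 2 castrate resistant in each group. The human data, the quantitative PCR, the drug treatments and the animal experiments of the paper were not analysed here. Small RNA libraries, which the methods also describe, were not used here.

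The authors depleted ribosomal RNA from total RNA, prepared stranded libraries and sequenced paired-end reads of 101 bases. They mapped the reads to mm10 with Bowtie, kept reads that matched a single location with up to 2 mismatches, and counted reads per gene. The deposited values are these raw counts per gene, with no normalization. The authors applied TMM normalization and DESeq after this step, so neither is part of the counts. The paper's text does not give the version of Bowtie, the counting tool or the annotation release. Of the gene identifiers listed, 36343 were found in GENCODE M21, the mm10 annotation used here for coordinates, gene types, GC content and length.

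Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered by edgeR's filterByExpr with condition as the group, which left 17104 genes, normalized by TMM factors and tested by the quasi-likelihood test with condition as the only term. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Normalized counts are counts divided by the effective library size of the tumor and scaled to the mean effective library size. DESeq2 1.42.0, edgeR's exact test and limma 3.58.1 were alternatives. The original DESeq package and DAVID were not run.

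The genes named were fixed by a rule: Top2a, Ezh2, Gapdh and Mki67, and the genes with the largest change among those past the adjusted threshold. Since no gene passed it, the 3 genes with the smallest p-value in each direction were taken, as the rule provides. One gene covered by the rule is not reported here.

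The difference in Top2a and in gene-list scores was tested by exact two-sided permutation of all tumors. A score is the mean over the list of log2(CPM + 1), where CPM is the count divided by the effective library size and scaled to one total. The cell-cycle list is that of Seurat 5.3.0, with 97 genes found, of which 96 without Top2a entered the score. Enrichment was tested by Fisher's exact test, and by the hypergeometric test over 856 Reactome pathways of 10 to 500 tested genes, taken from fgsea 1.28.0. Of the tested protein-coding genes, 98.1% had the Entrez identifier that Reactome uses. Marker lists, 18 in all, were written from general knowledge of tissues before the counts were read.

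Androgen sensitive and castrate resistant tumors were compared by the same test, with condition as a covariate and 18889 genes after the filter. An interaction of condition and phenotype was tested in the same way. The pairing of metastases with primary tumors is not given, so the 4 possible pairings were each fitted as a block. The alternatives tried were other tests, RLE factors, other low-count filters, phenotype as a covariate, each phenotype alone, other thresholds, other pseudocounts and each of the 8 tumors left out. Alternatives added later are named as such.

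Total counts ranged from 20905806 to 91886163 per tumor. At these totals the counting error of a share of all counts is small: the widest 95% Wilson interval among the shares of ribosomal RNA genes and Lars2 spanned 0.0304 percentage points. Such intervals cover counting error only. The precision of the comparisons depends on the number of tumors and on the variation between them.

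The fits were tested on simulated counts in which 200 genes were changed by a known fold. At the dispersions of these tumors the quasi-likelihood test recovered 0% of 2-fold, 66.0% of 4-fold and 92.3% of 8-fold changes. For reads shared between genes, all windows of 101 bases of the named protein-coding genes were matched to all annotated transcripts with up to 2 mismatches. Figures were drawn with matplotlib 3.10.9.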

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

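Of the tests in this part, those of depth, of the most abundant genes, of ribosomal RNA in primary CR1 and of a mixture over all genes were set out before their results were seen, and all others were chosen only after the result was seen.

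The cell-cycle score, the mean log2 expression of 96 cell-cycle genes without Top2a, was 4.13 in primary CR1 and between 2.99 and 3.19 in the other 3 primary tumors. The distance of primary CR1 from the rest of its group set this value apart. In 60 groups of 4 tumors examined in this way, 3 tumors stood apart, which is as many as chance gives, so the distance alone is weak evidence. Top2a was also highest in primary CR1 among the primary tumors, but it did not stand apart by the same measure. It came close in normalized counts (0.822) and less so on the log2(CPM + 1) scale (0.661). Of the 96 genes, 89.6% were highest in CR1 among the primary tumors, so its high mean does not come from a few genes. As CR1 was singled out by the mean of these same genes, this share is not separate evidence that it differs. A mixture of primary CR1 with androgen sensitive tumor was tested on genes that separate the phenotypes in the other 7 tumors. A mixture would give the same fraction for both kinds of gene. Over all such genes the median fractions differed by 0.991. Genes higher in castrate resistant tumors lay at the androgen sensitive level (1.00) and genes higher in androgen sensitive tumors near the castrate resistant level (0.013), which a mixture does not give. Over protein-coding genes the medians differed by 0.00993 and both lay near 0 (0.0044 and 0.014). The second of these rests on 16 genes with quartiles of -0.369 and 0.439, so a small share of androgen sensitive tumor is not excluded. A lower share of ribosomal RNA in primary CR1 would raise every other gene. Scaled to the counts of protein-coding genes without Lars2, Top2a in primary CR1 was still 4.22 times the mean of the other 3 primary tumors, so this explanation is not borne out. An exchange of primary CR1 with a metastatic tumor was tested by exchanging the labels. The 4 exchanges of CR1 gave 700 to 1440 genes with an unadjusted p-value under 0.05. There were 2 exchanges of another primary tumor, CR2 with an androgen sensitive metastasis, that gave more (2514 and 2761), but these change the balance of the phenotypes. Among exchanges within a phenotype, those of CR1 gave the most genes (807 and 700, against at most 473). The 24 protein-coding genes higher in androgen sensitive tumors had a median of 0.0044 (quartiles -0.0082 and 0.078). This speaks against an exchange with an androgen sensitive metastasis. Other values go the other way. The 76 genes higher in castrate resistant tumors that are not protein-coding had a median of 1.02. Across genes, primary CR1 correlated more with metastatic AS1 and AS2 (0.962 and 0.959) than with any castrate resistant tumor (at most 0.952). An exchange would also leave a castrate resistant tumor under the label of metastatic AS1 or AS2. These correlated with the other androgen sensitive tumors at no less than 0.9755 and 0.969. With the castrate resistant tumors other than primary CR1 they reached at most 0.932 and 0.935. These values argue against an exchange with an androgen sensitive metastasis, although library series parts the tumors in the same way. An exchange with a castrate resistant metastasis is neither shown nor excluded. A higher share of dividing cells in primary CR1 may explain the pattern, but it cannot be told apart from such an exchange.

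Between castrate resistant and androgen sensitive tumors, a comparison the paper does not report, 1899 of 18889 genes had an adjusted p-value under 0.05 (899 higher and 1000 lower in castrate resistant tumors, edgeR's quasi-likelihood test with condition as a covariate). Of the 34 splits of the tumors that this model allows, 1 gave as many genes, the real one. After offsets for GC content and gene length, the number of genes was 1632. With counts thinned to one total it was 2013, and with the 10 most abundant genes removed it was 1952. These 3 explanations do not account for the number of genes. The library numbers part the tumors exactly as the phenotype does, in 8 of 8 tumors, so a difference between library batches cannot be told apart from the phenotype. The median total count also differed between the phenotypes, at 72949495 in androgen sensitive and 32748049 in castrate resistant tumors.

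Mfap4, one of the decreased genes in metastatic tumors, stood apart in primary AS1, with a log2(CPM + 1) of 0.82 against 0.26 to 0.31 in the other 3 primary tumors. Its raw counts there were 48 against 4 to 19, so the value rests on few reads. The score of 6 lung marker genes stood apart in metastatic CR2, at 0.366 against 0.046 to 0.057 in the other 3 metastatic tumors. Across all 4 tumors of each group this score did not differ between metastatic and primary tumors (difference 0.0437, exact permutation test, p = 0.743). No technical or biological explanation was tested for either value, and both are within the number that chance gives.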

How the results depend on the processing

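In this part, the tests chosen only after the result was seen are those named as added or chosen after seeing the data, and the share of increased genes was also defined then. All other settings were set before the data were examined.

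Metastatic against primary: the 20 fits with another test, normalization, filter, covariate, pairing or set of tumors all gave 0 genes with an adjusted p-value under 0.05 (224 to 1432 unadjusted), as did an adjusted threshold of 0.1 and a 2-fold limit. At an unadjusted p-value under 0.05 there were 459 genes, 267 increased and 192 decreased. Chosen after seeing the data, DESeq2 without primary CR1 gave 180 genes, 170 increased and 10 decreased, with Top2a at a log2 fold change of 1.76, and edgeR's exact test without primary CR1 gave 94, 91 and 3, with Top2a at 1.75. Without primary CR2 each gave 1 gene, 1 decreased. Both tests also called more unchanged genes in simulated counts of all 8 tumors (46 and 29) than the quasi-likelihood test (6). Each test had a separate draw of these counts. Protein-coding genes only, a robust fit, limma voom with quality weights, GC content and length offsets, thinned counts and removal of the 10 most abundant genes, all also added later, gave 0 genes (398 to 905 unadjusted).

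The share of increased genes fell below 50% with phenotype as a covariate (41.0%), with the 4 pairings as a replicate block (46.4%, 48.3%, 43.5% and 48.5%) and in castrate resistant tumors only (37.0%). Top2a was higher in metastatic tumors in every fit. Leaving out 1 tumor moved the Top2a difference from 2551 to 4773 normalized counts and the cell-cycle score difference from 0.52 to 0.90, and each passed 0.05 only without primary CR1. The Reactome count went from 0 to 98 pathways, and the odds ratio of the cell-cycle list from 5.27 to 85.7. Gapdh reversed to -0.17 in androgen sensitive tumors only.

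Castrate resistant against androgen sensitive: 1899 genes became 5122 at an unadjusted p-value, 3301 at an adjusted threshold of 0.1, 3520 with DESeq2 and 3098 without a filter, and 399 to 3784 with 1 tumor left out, the last added after seeing the data. The interaction with phenotype gave 0 genes, 517 at an unadjusted p-value, 2 with DESeq2 and 217 without a filter.

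Some differences in marker scores changed sign: with pseudocount 0.1, adipocyte -0.0932, liver 0.0257 and neuroendocrine 0.111, the last also with CPM of the total count (0.0052). With 1 tumor left out the differences ranged from -0.0150 to 0.0772 for T cell, -0.0513 to 0.0482 for adipocyte, -0.184 to 0.629 for erythroid, -0.286 to 0.0460 for fibroblast, -0.0346 to 0.0719 for lung, -0.151 to 0.168 for lymphatic endothelial, -0.218 to 0.185 for myeloid, -0.0796 to 0.0997 for neuroendocrine and -0.0206 to 0.0289 for seminal vesicle markers. In 2 other marker scores a fit with 1 tumor left out passed 0.05 unadjusted. These were hypoxia without metastatic AS1 (0.70) and androgen response without metastatic AS2 (-0.17). Exchanging labels only within phenotype, added after seeing the data, left Top2a, the cell-cycle score and every marker score above 0.05, which it had to, since 0.0556 is the smallest p-value that this exchange allows.

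The cause of these changes was not tested. Gene lists at the adjusted threshold gave no enrichment value, since no gene passed, and limma's camera test gives no odds ratio. The share of increased genes among genes past the adjusted threshold had no value, and the correlation of Top2a with Ezh2 was not computed.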

Differences from the paper's values

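No test in this part was chosen only after a result was seen, apart from the settings named as such.

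The paper reports 254 differentially expressed genes between metastatic and primary tumors. Over the 4 primary and 4 metastatic tumors, 0 genes had an adjusted p-value under 0.05 and 459 had an unadjusted one. None of the alternatives set before the data were examined closed the gap. Without primary CR1 and with DESeq2, a setting chosen after seeing the values, there were 180 genes.

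The paper reports 203 increased genes, against 0 here at the adjusted threshold. At an unadjusted p-value under 0.05, an alternative set before the data were examined, 267 genes were increased. The paper states that multiple testing was corrected, so this number rests on an unlike threshold. The same threshold gave 192 decreased genes against the paper's 51. Every other such alternative gave 0 increased genes. With DESeq2 without primary CR1, chosen after seeing the values, 170 genes were increased.

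The paper reports 51 decreased genes, against 0 here at the adjusted threshold and 192 with an unadjusted p-value under 0.05. None of the alternatives set before the data were examined closed the gap, and none of the settings chosen after seeing the values did so either.

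For Top2a in primary tumors the paper shows about 2000 normalized counts in Fig. 1B, read by eye. The mean over the 4 primary tumors here was 3555. Of the alternatives set before the data were examined, leaving out primary CR1 gave 2012 and closed the gap. Leaving out another primary tumor gave 3838, 4136 or 4233, and CPM of the total count and RLE factors gave 3565 and 3533, which did not. The paper's 3 primary tumors are not identified in its text.

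The paper states that the increase of Top2a in metastatic tumors is significant. Besides sequencing, it rests this on qRT-PCR of the sequenced RNA and of further independent tumors, which was not analysed here. In the sequencing counts of the 8 tumors, the log2 fold change of Top2a was 0.93 with an adjusted p of 0.997 from edgeR's quasi-likelihood test. The exact permutation test of normalized counts gave p = 0.143. With each of the 4 possible pairings of metastases with primary tumors as a block, the unadjusted p for this gene lay between 0.0048 and 0.0468, and the adjusted p between 0.693 and 0.889, from the quasi-likelihood test. The call for Top2a as a single gene therefore depends on the blocking. It also depends on the tumors and the test. The unadjusted p was 0.0010 in androgen sensitive and 0.541 in castrate resistant tumors only (quasi-likelihood test). With limma voom and quality weights, added after seeing the data, it was 0.0012 (adjusted p = 0.282). With DESeq2, edgeR's exact test, RLE factors, other filters or phenotype as a covariate, it lay between 0.0564 and 0.0893. Without primary CR1, which leaves 3 primary tumors, the exact permutation test gave p = 0.0286. That value is fixed by the choice, since CR1 was the only primary tumor to overlap the metastatic ones. The quasi-likelihood test without primary CR1 gave an unadjusted p of 0.00030 and an adjusted p of 0.238. With DESeq2 and with edgeR's exact test, each without primary CR1 and each chosen after seeing the values, Top2a passed the adjusted threshold (adjusted p = 1.3e-05 and 0.0024).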

Other observations

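Of the tests in this part, those of depth and the most abundant genes, of random lists matched on GC content and length, of other splits for the pathways and of Top2a beside the cell-cycle score were set out before their results were seen, and all others were chosen only after the result was seen.

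The 459 genes with an unadjusted p-value under 0.05 between metastatic and primary tumors are a number that other groupings of the tumors also reach. Of the 35 splits of the 8 tumors into 4 and 4, 22 gave as many, but many of these mix the phenotypes unequally. The split by phenotype, which is also the split by library series, gave 4829 genes. Over the 18 splits with 2 tumors of each phenotype on each side, fitted with phenotype as a covariate, the real one gave 1146 genes and 3 gave as many, itself among them. With 18 splits no share under 0.05 can be reached.

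That no gene passed the adjusted threshold (0 genes, 459 unadjusted) was examined in several ways. Changes of 2-fold are too small to call with 4 tumors against 4 at the dispersion of these tumors (median 0.124), since 0% of simulated 2-fold changes were called. At a dispersion of 0.05, 61.6% of them were called with the same number of tumors, so the limit depends on the variation between tumors. Other numbers of tumors were not simulated. Of simulated 4-fold changes 66.0% were called, with 200 genes changed at once. Fewer changed genes were not simulated, so a few changes of this size are not excluded. Variation between phenotypes, genes other than protein-coding genes, GC content and gene length, the difference in depth between tumors and a few genes taking most of the counts were each removed in turn. Each left 0 genes past the adjusted threshold, and between 398 and 1146 genes with an unadjusted p-value under 0.05. Whether a single primary tumor, CR1, hides differences cannot be told from these tests. Without it DESeq2 called 180 genes, edgeR's exact test 94 and the quasi-likelihood test 0 (944 unadjusted). Without any other primary tumor, DESeq2 and the exact test called at most 1 gene.

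The enrichment of cell-cycle genes among increased genes was not shared by random lists. Of 1000 lists matched on expression level, GC content and length, 0 held as many increased genes, and the most was 7 against 26. Among the 35 splits of the tumors, however, 2 gave as large an odds ratio, the real split and the split with primary CR1 and metastatic CR1 exchanged (68.6). With a share of 2 in 35 the grouping cannot be told from chance at 0.05. For Reactome, 13 of the 35 splits gave as many pathways as the 12 of the real split. With phenotype balanced and as a covariate, 2 of the 18 splits gave as large an odds ratio, again the real one and that with primary CR1 and metastatic CR1 exchanged, and 5 of the 18 gave as many pathways as the 16 of the real split.

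Top2a moved with the other cell-cycle genes across the 8 tumors. Pearson's r between log2 Top2a and the cell-cycle score without Top2a was 0.982 (exact permutation test, p = 0.00017) and Spearman's rho was 0.976 (p = 0.00040, same test). Without the 2 tumors farthest from the median of Top2a, r was 0.978 (exact permutation test, p = 0.0014). Within each phenotype, which is also a library series, no correlation was computed. In each of them the 4 tumors have the same order by Top2a as by the score. The correlation across the 8 tumors was the only one tested. The log2 difference of Top2a between metastatic and primary tumors was 1.22 (exact permutation test, p = 0.114), and after subtracting the cell-cycle score 0.59 remained (p = 0.114, same test). That subtraction takes Top2a to change as much as the mean of the list, and it does not. Within conditions, log2 Top2a rose by 1.91 per unit of the score, and at that slope the difference in score amounts to 1.21 of the 1.22. A candidate explanation for the Top2a difference is therefore a difference in the share of dividing cells, and the 0.59 is no measure of a part of Top2a apart from the list. The cell-cycle score itself was 3.34 ± 0.53 in primary and 3.97 ± 0.21 in metastatic tumors (SD, n = 4 each; exact permutation test, p = 0.114).

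Primary CR1 also differed from the other castrate resistant tumors in its RNA content. Lars2 took 0.14% of its counts, against 8.53% in primary CR2, 9.54% in metastatic CR1 and 9.39% in metastatic CR2, and at most 0.10% in the androgen sensitive tumors. The mitochondrial ribosomal RNA gene mt-Rnr2 took 2.40% of counts in primary CR1 and between 7.43% and 18.3% in the other 7 tumors. Of 92 genes much higher in the other 3 castrate resistant tumors than in the androgen sensitive ones, 76 were not protein-coding. On a scale with the other castrate resistant tumors at 0 and the androgen sensitive tumors at 1, the median in primary CR1 was 1.02 over these 76 genes (quartiles 0.988 and 1.02) and 0.0144 over the 16 protein-coding genes (quartiles -0.369 and 0.439). This is consistent with a difference in the ribosomal and other noncoding RNA left in the library. The protein-coding genes are few and spread widely around the castrate resistant level, and Lars2, which is annotated as protein-coding, lies near the androgen sensitive level. Its share moved with that of the 5S ribosomal RNA genes together, so Lars2 is no clear exception. These took 0.039% of counts in primary CR1, 0.557% in primary CR2, 0.674% in metastatic CR1 and 0.733% in metastatic CR2. The difference was seen and tested on the same genes. No biological explanation was tested.

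Gapdh, the reference gene of the qRT-PCR, had only 829 to 4702 raw counts per tumor. Of the 101-base windows of its transcript, 80.5% matched another gene with up to 2 mismatches, among 182 other genes of which 153 are pseudogenes. Reads discarded because they match several locations may therefore explain the low count. Its log2 fold change between metastatic and primary tumors was 0.31 (standard error 0.28, adjusted p = 0.997 from edgeR's quasi-likelihood test). From the same test it was 0.76 in castrate resistant tumors only (unadjusted p = 0.0321, adjusted p = 0.999). In androgen sensitive tumors only it was -0.17 (unadjusted p = 0.618). The phenotypes were not shown to differ (interaction log2 0.90, unadjusted p = 0.0783, adjusted p = 0.964, same test). Because most of the Gapdh sequence is shared, these values are uncertain.

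The paper reports the relation of Top2a and Ezh2 in human tumors only. In the mouse tumors Ezh2 had 843 ± 392 normalized counts in primary and 1074 ± 312 in metastatic tumors (SD, n = 4 each; exact permutation test, p = 0.429). Its log2 fold change was 0.35 (standard error 0.36, adjusted p = 0.997 from edgeR's quasi-likelihood test). With phenotype as a covariate it was 0.43 (unadjusted p = 0.0368, adjusted p = 0.726 from the same test), and in androgen sensitive tumors only it was 0.70 (unadjusted p = 0.0179, adjusted p = 0.516). In the 4 possible pairings the unadjusted p-values from this test lay between 0.0517 and 0.0590. Ezh2 was higher in all 4 castrate resistant tumors, at 4.31 to 4.66 on the log2(CPM + 1) scale, than in all 4 androgen sensitive tumors, at 3.07 to 3.93 (log2 difference 0.93, adjusted p = 0.0188 from the same test). This parting follows the library series as well. No correlation with Top2a was computed, since the tumors fall into separate groups of 4.

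No gene was shown to have a metastatic and primary difference that depends on phenotype in the quasi-likelihood test (0 genes with an adjusted p-value under 0.05, 517 unadjusted), while DESeq2 gave 2 genes and the test without a low-count filter 217. Recovery of such a dependence was simulated only for 8-fold changes at a low dispersion of 0.05, against a median of 0.124 in these tumors. Recovery at the dispersion of these tumors was not measured, so a dependence of 8-fold or smaller is not excluded. None of the 18 marker lists was shown to differ between metastatic and primary tumors after adjustment (smallest adjusted p = 0.943, exact permutation tests with Benjamini-Hochberg adjustment). The largest difference was that of hypoxia genes, at 0.44 (unadjusted p = 0.171, exact permutation test). With 1 tumor left out it ranged from 0.31 to 0.70. Only the fit without metastatic AS1 passed 0.05 (0.70, unadjusted p = 0.0286, same test), at the smallest p-value that 3 against 4 allow. With labels exchanged only within each phenotype, where 0.0556 is the smallest p-value possible, the smallest unadjusted p of a marker list was 0.167 (exact permutation test). The scores were not tested by pair, since the pairing is not given.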
